# Transcriptomic and Metabolomics Profiling of Phage–Host Interactions between Phage PaP1 and *Pseudomonas aeruginosa*

**DOI:** 10.3389/fmicb.2017.00548

**Published:** 2017-03-30

**Authors:** Xia Zhao, Mengyu Shen, Xingyu Jiang, Wei Shen, Qiu Zhong, Yuhui Yang, Yinling Tan, Melissa Agnello, Xuesong He, Fuquan Hu, Shuai Le

**Keywords:** *Pseudomonas aeruginosa*, bacteriophage, phage–host interaction, transcriptomics, NMR-based metabolomics

## Abstract

The basic biology of bacteriophage–host interactions has attracted increasing attention due to a renewed interest in the therapeutic potential of bacteriophages. In addition, knowledge of the host pathways inhibited by phage may provide clues to novel drug targets. However, the effect of phage on bacterial gene expression and metabolism is still poorly understood. In this study, we tracked phage–host interactions by combining transcriptomic and metabolomic analyses in *Pseudomonas aeruginosa* infected with a lytic bacteriophage, PaP1. Compared with the uninfected host, 7.1% (399/5655) of the genes of the phage-infected host were differentially expressed genes (DEGs); of those, 354 DEGs were downregulated at the late infection phase. Many of the downregulated DEGs were found in amino acid and energy metabolism pathways. Using metabolomics approach, we then analyzed the changes in metabolite levels in the PaP1-infected host compared to un-infected controls. Thymidine was significantly increased in the host after PaP1 infection, results that were further supported by increased expression of a PaP1-encoded thymidylate synthase gene. Furthermore, the intracellular betaine concentration was drastically reduced, whereas choline increased, presumably due to downregulation of the choline–glycine betaine pathway. Interestingly, the choline–glycine betaine pathway is a potential antimicrobial target; previous studies have shown that *betB* inhibition results in the depletion of betaine and the accumulation of betaine aldehyde, the combination of which is toxic to *P. aeruginosa*. These results present a detailed description of an example of phage-directed metabolism in *P. aeruginosa*. Both phage-encoded auxiliary metabolic genes and phage-directed host gene expression may contribute to the metabolic changes observed in the host.

## Introduction

Bacteriophages (phages) are parasites that rely heavily on bacterial host metabolism for replication. To initiate infection, phages bind to receptors on the host cell surface and inject their genetic material into the cell. This allows the phage to redirect the host metabolism for its own replication through host translation of phage-encoded proteins (Labrie et al., 2010). *Pseudomonas aeruginosa* phages are being increasingly studied due to the potential for phage therapy (Gorski et al., 2016). *P. aeruginosa* is an opportunistic pathogen that infects burn wound patients and those with cystic fibrosis (Chatterjee et al., 2016), and is a public health concern due to high rates of multi-drug resistance. Phage therapy is a promising alternative to treating *P. aeruginosa* infections (Citorik et al., 2014; Barbu et al., 2016; Gorski et al., 2016); therefore, a solid understanding of the molecular phage–host interactions will be essential for the regulation and legislation of phage therapy in the near future (Ceyssens and Lavigne, 2010). In addition, cellular processes targeted by phage, such as essential replication or transcription functions, may point to potential antimicrobial drug targets (Liu et al., 2004).

However, understanding of the molecular mechanisms of phage–host interactions mainly comes from studies of model bacteria, such as *Escherichia coli* (Baxter et al., 2006; Belley et al., 2006; Roucourt and Lavigne, 2009), and there is still only limited understanding in other species. A few studies have recently reported findings of phage–host interactions using transcriptomic and metabolomic approaches in *P. aeruginosa*, *Yersinia enterocolitica, Bacillus subtilis*, and the marine microbe *Sulfitobacter* sp. 2047 (Lavigne et al., 2013; Ankrah et al., 2014; Chevallereau et al., 2016; De Smet et al., 2016; Leskinen et al., 2016; Mojardin and Salas, 2016). Chevallereau et al. (2016) used next-generation “omics” approaches to investigate the interactions between *P. aeruginosa* and bacteriophage PAK_P3 and found that RNA processing was hijacked by phage infection and that bacterial transcripts were significantly depleted. De Smet et al. (2016) used high-coverage metabolomics tools to study the metabolic changes of *P. aeruginosa* induced by five different phages. They found that metabolic impacts are highly phage specific; phage-encoded auxiliary metabolic genes (AMGs) reprogram the host metabolism in phage-specific ways (De Smet et al., 2016). By studying the interactions between *P. aeruginosa* and temperate phage PaP3, our group found that the early expressed genes of PaP3 have a strong regulatory effect on host gene expression, particularly genes involved in amino acid metabolism (Zhao et al., 2016b). Furthermore, we found that the phage protein Gp70.1 alters the expression of 178 genes in *P. aeruginosa* and can directly bind to RpoS, a global regulator of broad functions, including biofilm formation and stress response (Zhao et al., 2016a).

Previously, we isolated a *P. aeruginosa* phage from hospital sewage, named PaP1, that belongs to *Myoviridae* (Lu et al., 2013). The goal of the current study was to investigate the interactions between lytic *P. aeruginosa* phage PaP1 (Le et al., 2013) and its host PA1 (Le et al., 2014; Lu et al., 2015) by combining transcriptomic and metabolomic approaches. We found a significant transcriptional change in 6.2% (354/5655) of the host protein-coding genes that were downregulated by PaP1 infection. The significant changes in metabolite concentrations in the PaP1-infected host can be explained by phage-encoded AMGs and phage-directed gene expression.

## Materials and Methods

### Bacterial Strains and Growth Conditions

*Pseudomonas aeruginosa* PA1 (Lu et al., 2015) and lytic phage PaP1 (Lu et al., 2013) were stored in our laboratory at -80°C in glycerol. *P. aeruginosa* was cultured aerobically in Luria-Bertani (LB) medium (5 g yeast extract, 10 g tryptone, 10 g NaCl per liter) at 37°C for all experiments. PaP1 particles were collected and purified using CsCl gradient ultracentrifugation (Lu et al., 2013).

### One-Step Growth Curve

For the one-step growth curve of PaP1, we used a modification of the methods of Lu et al. (2013). The early-logarithmic phase cultures of *P. aeruginosa* (OD600 = 0.2) were infected with phage (multiplicity of infection = 10). After incubation at 37°C for 5 min to allow adsorption, the mixture was centrifuged for 30 s at 13,000 × g. Un-adsorbed phage was removed from the supernatants by washing twice with LB medium. Pellets were resuspended in 5 ml LB, and the cultures were grown at 37°C with shaking at 160 rpm. The total time of adsorption and washing was about 10 min. A total of 50 μL of sample was taken every 10 min, and the number of PaP1 particles was determined using the double-layer agar plaque method. Three biological repeats were performed. The burst time and size were calculated based on the one-step growth curve.

### Microarray Analysis and RT-qPCR

For both microarray analysis and RT-qPCR, total RNA was isolated from four groups of bacterial cultures (0, 5, 15, and 45 min after phage infection) by SV Total RNA Isolation System (Promega, USA, Z3100). The uninfected samples (0 min) served as a control. Microarray hybridization was performed using 5665 custom-designed probes for the *P. aeruginosa* genome and 342 probes for phage PaP1 (Agilent 8 × 15 K array). The intergenic regions were not covered. Raw data from the microarray experiments was deposited in the GEO database with accession number GSE80117. In the RT-qPCR analysis, cDNA synthesis was prepared with PrimeScript RT reagent kit (TaKaRa Bio; Dalian, China) according to the manufacturer’s recommendations. Quantitative real-time PCR was performed using SYBR Premix Ex Taq II (TaKaRa Bio; Dalian, China). Primers used in this study are listed in Supplementary Table S1. The 16S rRNA gene was selected as the reference gene for normalization.

### Extraction of Intracellular Metabolites

Phage-infected bacteria or phage-free bacteria were cultured for 40 min (Supplementary Figure S1). Briefly, 1 L of culture from each group was used for each NMR sample, and five replicate samples were prepared per group. The cultures were placed on ice for 20 min, centrifuged at 15, 000 × *g* for 10 min at 4°C, and the supernatant was removed. The cell pellets were subsequently washed thrice with pre-chilled PBS, followed by centrifugation at 15, 000 × *g* for 5 min at 4°C. All samples were snap frozen in liquid nitrogen and stored at -80°C until NMR analysis. Briefly, 50 mg of freeze-dried cells per sample was weighed and suspended in 1 mL ultrapure water. Cell suspensions were further sonicated on ice for eight cycles of a 4 s on/3 s off cycling program (Sonics VX-130, USA) and then centrifuged for 15 min at 13,000 rpm and 4°C. The cell lysate was filtered through a 3 KDa ultrafiltration membrane (Mimacon, USA) at 13,000 rpm for 45 min at 4°C. Briefly, 50 μl DSS standard solution (Anachro, Canada) was added to 450 μl filtrate per sample, and centrifuged at 13, 000 × *g* at 4°C for 2 min before being transferred to the NMR tubes (Norwell, USA).

### NMR Spectroscopic and Data Analysis

Metabolic profiling and peak identification were performed by Anachro Technologies Inc. (Wuhan, China) using described methods (Weljie et al., 2006; Ouattara et al., 2012). All of the NMR experiments were performed on an Agilent DD2 600 MHz spectrometer equipped with a triple-resonance cryogenic probe at 298.15 K. Metabolites were identified and quantified using Chenomx NMR Suit (version 8.1, Chenomx, Edmonton, AB, Canada). A line broadening of 0.5 Hz was applied to the free induction decay prior to the Fourier transformation, phasing, and baseline correction. Data were then carefully phased and baseline corrected in Chenomx Processor. All spectra were referenced to the internal standard (DSS) and analyzed by experienced analysts against the Chenomx Compound Library. From the 10 spectra, 48 metabolites were identified and quantified. All information on metabolite concentration were exported to excel and normalized by weight across all parallel samples before use in the multivariable analysis. Principal component analysis (PCA) and partial least squares discriminant analysis (PLS-DA) were performed by pcaMethod Bioconductor and pls package in R. ggplot2 in R was used for data visualization. For quantitative metabolomics, raw data files were deposited to the EMBL-EBI MetaboLights database with identifier MTBLS431. The complete dataset can be accessed at the following url: http://www.ebi.ac.uk/metabolights/MTBLS431.

### Data Analysis and Visualization

Microarray data were normalized and analyzed by GeneSpring version GX10.0 (Agilent Technologies). Differentially expressed genes (DEGs; exhibiting at least twofold change in expression) were screened via one-way ANOVA (*p* < 0.05) with Benjamini–Hochberg correction for multiple comparisons (Hochberg and Benjamini, 1990). Gene co-expression analysis was performed with linear regression, which quantified the co-expression of interaction partners based on gene expression similarity of the microarray data sets. Linear correlation (Pearson’s correlation, *cor*) was first computed as described previously (Horvath and Dong, 2008). To make a visual representation, the significant interactions (*P* < 0.001) between phage and host genes were selected to construct the network by Cytoscape (Cline et al., 2007).

In NMR metabolomics, the software MestReNova 9.0 (MestreLab, Santiago de Compostela, Spain) was used to obtain peak areas from the raw spectrum. All information on metabolite concentration was exported to excel and normalized by weight across all parallel samples before use in the multivariable analysis. Principal Components Analysis (PCA) and Partial Least Squares Discriminant Analysis (PLS-DA) were performed by PCA Methods Bioconductor and pls package in R. For each metabolite, the Variable Importance in the Projection (VIP) score was calculated to determine the significantly changed metabolites (VIP score > 1) in phage-infected cells (Chong and Jun, 2005). ggplot2 in R was used for data visualization.

## Results and Discussion

### Influence of Phage Infection on Host Gene Expression

According to the one-step growth curve of PaP1, the latent time is approximately 20 min, and the burst time is approximately 40 min post-infection (**Figure 1A**). To track the dynamic interaction between phage and host throughout the infection cycle, we examined the transcriptional changes at three time points after phage infection (5, 15, and 40 min) using microarray analysis, with the phage-uninfected host cells (0 min) as the control. These time points correspond to early, middle, and late infection phases, respectively. 

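RNA from 12 cultures of *P. aeruginosa* PA1 was hybridized to 12 one-colour Agilent arrays on 2 slides, 3 arrays labelled uninfected and 3 each labelled 5, 15, and 40 min after infection with PaP1. The results give the last time point as 40 min and the methods as 45 min, and the arrays carry the label 40 min. Slide 1 held 8 arrays, namely those labelled uninfected and 5 min and the first 2 labelled 15 min, and slide 2 held the other 4, 15 min replicate 3 and the 40 min arrays. The authors deposited the scanner output of each array, with a background-corrected signal for every spot, and a series table of log2 values. The methods name GeneSpring GX10 and leave open how the signals were normalized there. Here, log2 of the processed signal was taken, the 75th percentile of the array's custom spots was subtracted, spots flagged as outliers were left out, and the spots of each probe were averaged. The 75th percentile before scaling was 10.78 to 11.59 (log2) on the uninfected arrays, 9.35 to 10.82 on the 5 min arrays, and 9.70 to 11.02 on the 15 min arrays. On the 40 min arrays it was 10.92, 9.04, and 7.72, so 2 of these arrays were dimmer than the uninfected ones. Between 86.9% and 98.4% of the custom spots of an array were well above background. Time points were compared in one limma fit over all 12 arrays without blocks, with Benjamini-Hochberg adjustment over the probes tested. The 3 arrays per time point limit the precision of every value.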

Supplementary Figure S1 is a simplified scheme of the experimental design.

**FIGURE 1:**
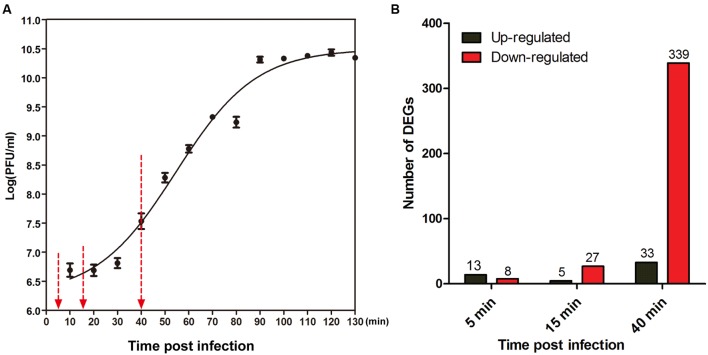
**Global changes induced by PaP1 on host gene expression.** **(A)** One-step growth curve of phage PaP1 in host *P. aeruginosa* PA1. Three replicates were performed. Red arrows indicate the three sampling time points for microarray analysis. **(B)** Number of differentially expressed genes (DEGs) in PaP1-infected PA1 at each time point compared to un-infected PA1.

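The arrays were compared with one another by the Pearson correlation of their scaled log2 signals across the 6033 probes kept. Probes are not independent replicates, so these correlations describe the arrays only. The array most similar to a given array carried the same label for 2 of the 12 arrays, 40 min replicates 2 and 3. The array labelled uninfected replicate 1 was most similar to that labelled 5 min replicate 2 (r = 0.983), and its correlations with the other uninfected arrays were 0.483 and 0.224. The arrays labelled uninfected replicate 2 and 5 min replicate 3 correlated at 0.985, and those labelled uninfected replicate 3 and 15 min replicate 1 at 0.990. The array labelled 15 min replicate 3 correlated with uninfected replicate 1 at 0.972 and with the other 15 min arrays at 0.196 or less. Between arrays of one label the lowest correlation was 0.077, and the spread within a time point enters every comparison between time points.

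**Figure D1:**
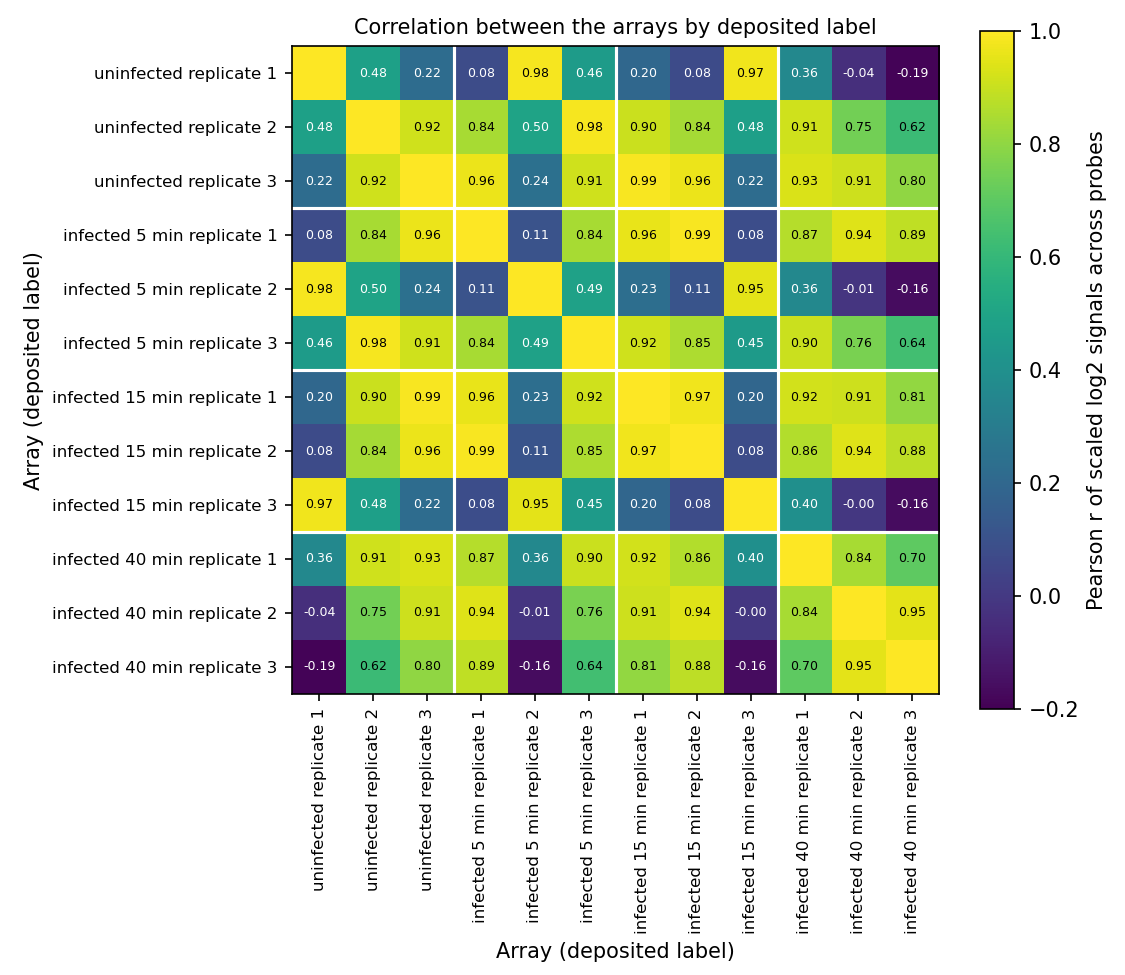
Pearson correlation of scaled log2 signals across probes for each pair of arrays, with both axes ordered by deposited label and replicate, white lines between labels, and colour and printed values giving r. The array labelled uninfected replicate 1 has its highest values with the arrays labelled 5 min replicate 2 and 15 min replicate 3 (0.98 and 0.97).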

In three independent experiments, total cellular RNA was extracted from *P. aeruginosa* PA1 cultures uninfected (0 min) or infected with PaP1 for 5, 15, or 40 min and then used for microarray analysis. 

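The scanner files hold 15534 spots per array, of which 536 are control spots and 14998 carry 6131 different custom probes. Of these probes, 5789 were spotted 2 times and 342 were spotted 10 times. The methods give the same number, 342, for the probes of PaP1. Of the 342, 85 are numbered up to 5420, the last number paired with a host locus, and 257 are numbered above it. The probe paired with the phage gene ORF42 was spotted 2 times, but that pairing rests on fold and p alone. The 342 were therefore not taken as the phage probes, and which of them belong to the phage stays open. The files give a number for each custom probe and no gene name, so probes were counted without separating host from phage. The comparisons covered the 6033 probes well above background on at least 3 of the 12 arrays, and 98 probes were left out.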

A total of 5,655 specific probes were designed for the analysis of PA1 gene expression. 

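In the limma fit without blocks, 0 of 6033 probes passed an adjusted p of 0.05 with at least a 2-fold change at 5, 15, or 40 min. The lowest adjusted p was 0.0642 at 40 min, 0.9998 at 5 min, and 0.9997 at 15 min. At an unadjusted p of 0.05 with at least a 2-fold change, limma gave 5 higher and 13 lower probes at 5 min, 9 higher and 51 lower probes at 15 min, and 528 higher and 646 lower probes at 40 min. Without the 2-fold minimum, 20, 67, and 1260 probes were under that unadjusted p at the 3 time points, where chance alone gives about 301.7. An equal-variance test of each probe without adjustment gave 41, 40, and 582 probes, and 0 at each time point after adjustment. One-way analysis of variance over the 4 groups gave 569 probes at an unadjusted p of 0.05 and 0 after adjustment, with a lowest adjusted p of 0.149. The setting that moved the count at 40 min most was leaving out the array labelled 40 min replicate 1, after which limma called 1260 probes, 783 higher and 477 lower. That array was the brightest labelled 40 min, with a 75th percentile of 10.92 (log2). The other 40 min arrays, at 9.04 and 7.72, were dimmer than every other array. This count therefore does not tell labelled time from signal strength. The sample labels also carry a designation of 2 numbers, and arrays with the same second number had a mean correlation of 0.939, where arrays of one label had 0.567. The fit without blocks, with 8 residual degrees of freedom, leaves this shared variation in its residual, so its counts of 0 are tied to that model. As a hypothesis, the second number may mark the time point, and a block on it would then remove infection time. With the second number as a fixed block, an alternative chosen after seeing the data that leaves 5 residual degrees of freedom, limma called 0 probes at 5 and 15 min and 910 at 40 min, 498 higher and 412 lower. Of the 910, 598 were numbered up to the last probe paired with a host locus and 312 above it. With the second number as a random block, limma called 0, 2, and 686 probes. With slide as a second fixed block beside it, also chosen after seeing the data, limma called 0 probes at each time point, with a lowest adjusted p of 0.115 at 40 min. The median standard error at 40 min was then 0.773, against 0.374 with the second number alone. The uninfected arrays all carry 1 as the first number and the 40 min arrays all carry 3, so the first number is confounded with this comparison.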

Compared with the uninfected host, 7.1% (398/5655) of genes of phage-infected host were identified as DEGs (fold change ≥ 2, *p* < 0.05), including 349 downregulated and 50 upregulated genes (**Figure 1B** and Supplementary Table S2). Approximately 85% (339/398) of DEGs were downregulated at the late infection phase, whereas fewer genes were differentially expressed at 5 min and 15 min. This suggests that gene expression of host *P. aeruginosa* was massively suppressed at 40 min after phage infection.

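The 40 min comparison was followed through the loci of Supplementary Table S2. The probes of the files were paired with those loci by their fold change and p, so the size of these changes follows from the pairing and is not independent of the paper's table. Of the 372 rows of that table at 40 min, 329 were paired with a probe, 298 of them lower. The median log2 change of the 298 lower probes was -1.62 in the limma fit. On the single arrays labelled 40 min their median lay -1.36, -1.74, and -1.89 from the uninfected mean, on those labelled 15 min -0.34, -0.39, and -0.46, on those labelled 5 min -0.46, 0.60, and 0.06, and on the uninfected arrays themselves 0.34, 0.04, and -0.33. With slide as a fixed block, their median change was -1.59, and 253 of the 298 stayed below 0. That block rests on the array labelled 15 min replicate 3, the one array of another time point on the slide of the 40 min arrays. With the second designation number as a fixed block, chosen after seeing the data, their median change was -1.42, and limma called 184 of the 298 as lower. It was -0.40 with slide as a further fixed block, and limma called none. If the second number marks the time point, both of these fits remove infection time. Over all 6033 probes the median change at 40 min was -0.08 after scaling and -1.91 without scaling. From the number of genes lower at 40 min, the paper proposes that host gene expression was massively suppressed at the late phase.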

### Specific KEGG Pathways Changed by Phage Infection

First, we specifically focused on the pathways inhibited by phage infection. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed on the 349 downregulated genes at the three time points (Kanehisa and Goto, 2000). This pathway enrichment analysis based on kappa statistics and visualization was conducted through ClueGO/CluePedia plugin of the Cytoscape software with default parameters (kappa score threshold = 0.4, over view term = Smallest P-Value, sharing group percentage = 50.0) (**Figure 2**) (Bindea et al., 2009). The downregulated genes were concentrated in 13 pathways. The three most observed pathways (valine, leucine, and isoleucine degradation; cysteine and methionine metabolism; and arginine biosynthesis) are related to cellular amino acid metabolism. In addition, bacterial chemotaxis, two-component system, nitrogen metabolism, and oxidative phosphorylation were slightly repressed by phage infection. Thus, the inhibition of amino acid metabolism in the host may be important for phage PaP1 replication.

**FIGURE 2:**
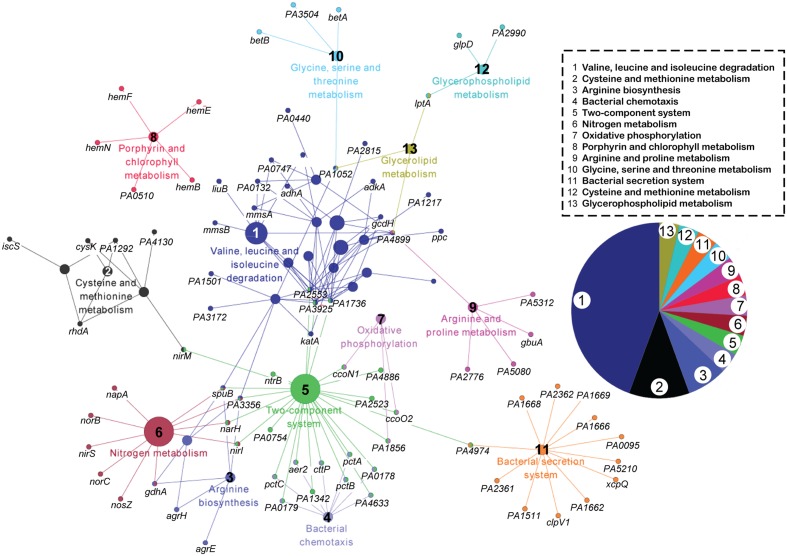
**KEGG pathway network analysis of downregulated genes (*p* < 0.05) in phage-infected PA1.** The functionally grouped network was visualized using Cytoscape based on the degree of connectivity (node size) between pathways and genes (nodes). The 349 downregulated genes at the three time points were involved in 13 pathways, which are distinguished by different colors and numbered 1 to 13. The pie chart displays the corresponding pathways.

This pattern of bacterial response is similar to other phage–host studies (Lavigne et al., 2013; Leskinen et al., 2016; Zhao et al., 2016b) in which many host genes are repressed. 

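Probes were assigned to *narH*, *narJ*, *narK1*, and *fptA* by matching the fold change and p of Supplementary Table S2, and *narK1* was matched only within the wider tolerance of 0.5% in fold. The fold changes below therefore share their source with that table, and the values of single arrays do not. The arrays labelled uninfected all carry 1 as the first designation number and correlated with one another at 0.224 to 0.915. Their SD need not be a spread between replicate uninfected cultures. On the arrays labelled 5 min the *narH* probe was at 0.20 ± 0.98 (SD, n = 3) and on those labelled uninfected at -2.15 ± 0.53 (SD, n = 3), as log2 signal relative to the array's 75th percentile. The log2 change was 2.35 (standard error 1.15, adjusted p = 0.9998 from limma), with 3 of 3 arrays above all uninfected arrays. The *narJ* probe changed by 2.11 at 5 min (standard error 0.86, adjusted p = 0.9998 from limma), again with 3 of 3 arrays higher. For *narK1* at 15 min the log2 change was 4.16 (standard error 1.28, adjusted p = 0.9997 from limma). Its 15 min arrays were at 1.13 or above on slide 1 and at -0.36 on slide 2, and on the 5 min arrays it was at -3.49, 2.76, and 1.05, a range wider than the 15 min arrays span. All 3 *nar* probes split by the first designation number whatever the label. On the 4 arrays with 2 as that number, *narH*, *narJ*, and *narK1* were at or above 0.56, 0.76, and 1.05. On the other arrays they were at or below -0.91, -0.60, and -0.36. The *fptA* probe rose by 2.53 at 40 min (standard error 0.57, adjusted p = 0.114 from limma), from -4.21 ± 0.16 (SD, n = 3) to -1.68 ± 0.86 (SD, n = 3). The change of *fptA* was 0.83 with slide as a fixed block (adjusted p = 0.475 from limma) and 1.87 with slide as a random block (adjusted p = 0.307 from limma). Without the brightest 40 min array, replicate 1, it was 2.98 (adjusted p = 0.0137 from limma). Leaving out any other array of the comparison gave an adjusted p from limma of 0.255 to 0.420. The *narH* probe was lower at 40 min, with a log2 change of -1.30 (standard error 1.15, adjusted p = 0.476 from limma), which turned to 3.49 with slide as a fixed block and 0.57 with slide as a random block. With the second designation number as a fixed block, chosen after seeing the data, the changes were 2.46 for *narH* and 2.03 for *narJ* at 5 min (adjusted p = 0.9999 from limma for both), 4.72 for *narK1* at 15 min (adjusted p = 0.764 from limma), and 2.55 for *fptA* at 40 min (adjusted p = 0.0126 from limma). The change of *fptA* was 0.29 with slide as a further fixed block (adjusted p = 0.951 from limma). If the second number marks the time point, a block on it removes infection time.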

Only a few DEGs (51, Supplementary Table S2) were upregulated, including membrane proteins involved in energy and small-molecule transport, such as *narK1*, *narH*, *narJ*, and *fptA*.

### Gene Co-expression Analysis of PaP1 and Host

We further explored phage–host interactions on a genome-wide level using gene co-expression analysis of PaP1 and its host. According to the calculation of correlation (*cor*), 169 host genes had significant interactions (*p* < 0.001) with 39 PaP1 genes during PaP1 infection. Remarkably, all 215 gene pairs had *cor* values < 0, indicating a negative interaction. As shown in the gene interaction network (Supplementary Figure S2), the PaP1 genes occupied almost all centers of subnetworks. These results revealed that phage genes play a central and inhibitory role on host gene expression.

To further investigate the biological functions of the host that are modulated by phage infection, *P. aeruginosa* Genome Database (PseudoCAP) function analysis was performed on the 169 host genes involved in the network (Winsor et al., 2005). As shown in the circos plot (**Figure 3**), the top five most enriched PseudoCAP functions included transcriptional regulators; transport of small molecules; membrane proteins; energy metabolism; and translation, posttranslational modification, and degradation.

**FIGURE 3:**
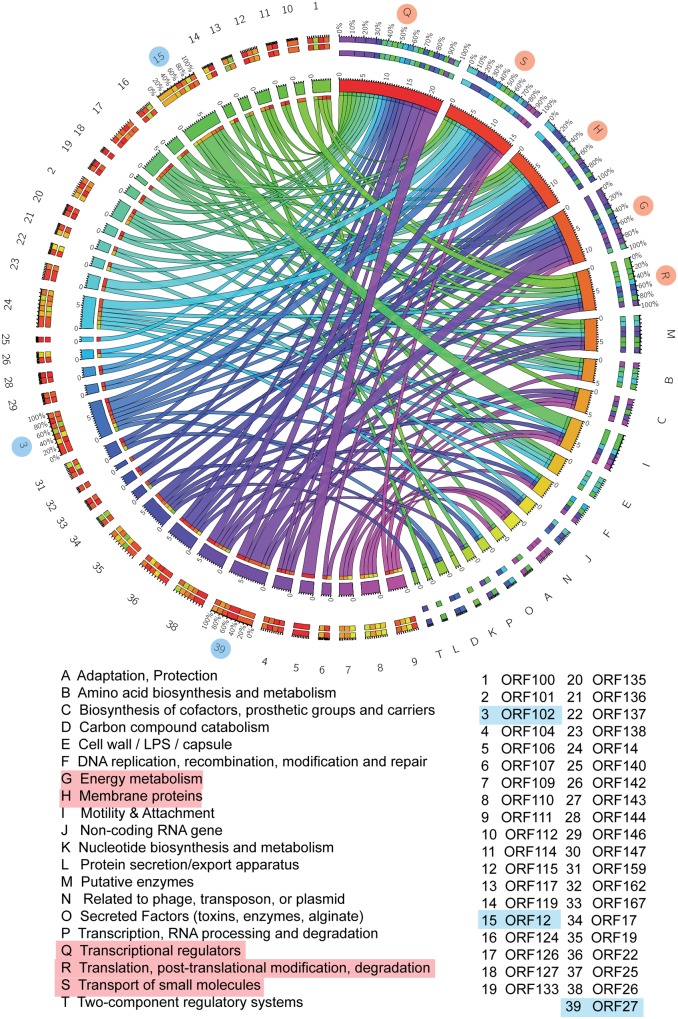
**Gene interaction network between PaP1 and host PA1.** PseudoCAP function analysis of PA1 genes in the gene–gene network. The circos plot, which consists of 20 PseudoCAP functions of the host and 39 phage genes, was constructed based on the gene co-expression network. The PseudoCAP functions are shown with different colors, and the relative size of the links indicates the number of host genes in each functional term; wider links indicate more host genes in that term. The color box for phage genes (the outermost ring) indicates the functional composition of their host gene partners.

For the phage genes, both the network map and circos plot revealed that ORF12 had the most host gene partners, followed by ORF102 and ORF27 (Supplementary Figure S2). Gene co-expression network analysis is a powerful approach to detect functional relevance between genes. Genes with a common mediator tend to have a similar expression pattern (Horvath and Dong, 2008). Thus, we inferred that ORF12, ORF102, and ORF27 might be transcriptional regulators during phage infection. To further investigate the impact of these genes on host physiology, studies that include cross-expression of phage genes in the host should be conducted (Zhao et al., 2016a).

The roles of phage proteins on bacterial physiology has been extensively studied (Danovaro et al., 2008; Hurwitz et al., 2013; Ceyssens et al., 2014; Wagemans et al., 2014; Hood and Berger, 2016) and reviewed (Roucourt and Lavigne, 2009) because it is not only an interesting biological phenomenon, but also a rational strategy for identifying potential antimicrobial drug targets (Braff et al., 2016). Liu et al. (2004) found that *Staphylococcus aureus* DnaI is the target of phage protein 77ORF104. By screening small-molecule compounds that inhibit the binding of 77ORF104 to DnaI from commercially available libraries, Liu et al. (2004) identified two compounds that are active against DnaI and have a very low minimum inhibitory concentration against *S. aureus in vitro*. Our group also identified GP70.1 from transcriptomic analysis of phage–*P. aeruginosa* interactions and found that GP70.1 directly binds to the key regulator RpoS to redirect host metabolism (Zhao et al., 2016a). Therefore, further investigation of the interactions of PaP1-encoded proteins ORF102, ORF102, and ORF27 with host targets is necessary.

### Intracellular Metabolite Changes at the Late Infection Phase

Metabolites are downstream products of transcriptional and translational processes and thus provide abundant information about the catalytic and regulatory properties of gene products. A ^1^H-NMR-based metabolomics approach was applied to complement the microarray data and to investigate phage-induced changes of intracellular metabolites at the late infection phase (40 min) compared with the uninfected host (0 min) (**Figure 4A**).

**FIGURE 4:**
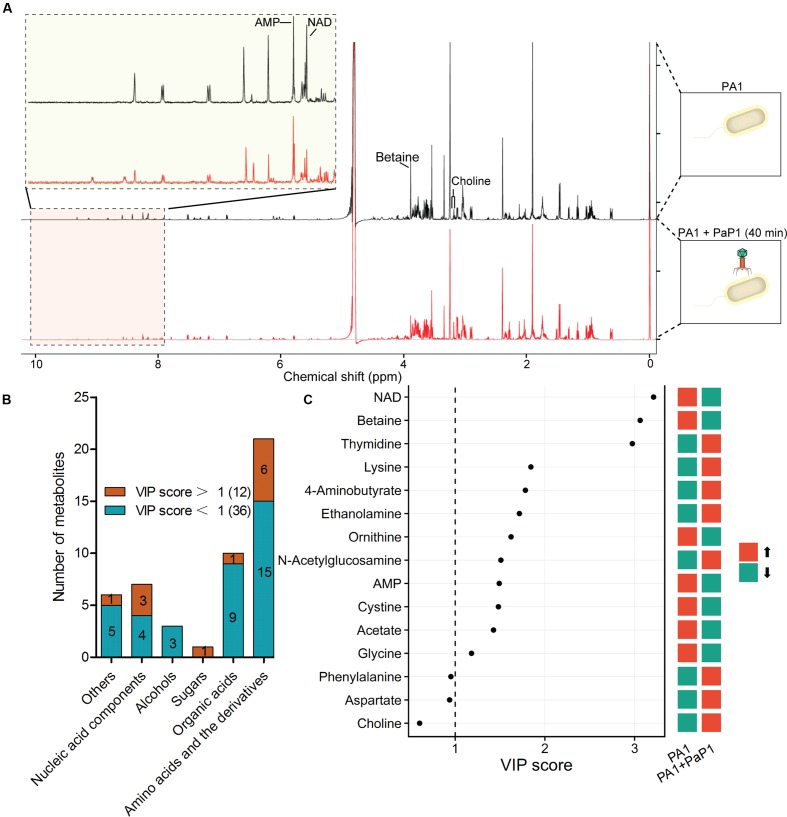
**Metabolomic analysis of phage-infected *P. aeruginosa*.** **(A)** Superimposed 600 MHz ^1^H-NMR spectra of *P. aeruginosa* with or without phage infection. The chemical shift in NMR spectra ranged from 0 to 10 ppm. Significantly changed peaks are marked in the profiles. **(B)** Metabolites identified through NMR spectra. A total of 48 metabolites were detected based on Chenomx database, of which 12 were significantly changed by phage infection (VIP score > 1). **(C)** Variable importance in projection (VIP) analysis is used to show the top 15 changed metabolites with chemical shift. A higher VIP score indicates a more significant difference. Red indicates the metabolite was increased after phage infection, green indicates it was decreased.

Principal component analysis of the normalized NMR data from 10 samples (five replicate samples) shows a separation between control and phage-infected *P. aeruginosa*, indicating that there were significant changes in metabolites induced by phage infection. Overall, 48 metabolites were identified from the NMR spectra, including 21 amino acids and derivatives, 10 organic acids, 7 nucleic acid components, 3 alcohols, 1 sugar, and 6 other metabolites (**Figure 4B**). Comparison of the metabolite levels in phage-infected bacteria with uninfected samples based on variable importance in projection (VIP) analysis revealed 12 metabolites with significantly altered levels (VIP score > 1) (**Figure 4C**).

The majority of the altered metabolites were amino acids or derivatives, which is consistent with the microarray data. Five out of the 12 significantly altered metabolites, including thymidine, lysine, 4-aminobutyrate, ethanolamine, and *N*-acetylglucose, were increased in the phage-infected samples. The cellular concentrations of NAD^+^ and betaine were the most significantly decreased, with VIP scores >3.

Pathway enrichment analysis was applied in order to investigate the altered metabolic pathways. The results revealed that 48 metabolites detected in the NMR spectra were enriched into 43 KEGG pathways. As shown in Supplementary Figure S3, the significantly changed pathways had a lower *p*-value and higher pathway impact value. The most enriched pathways were involved in the metabolism and biosynthesis of several amino acids, namely, cysteine, methionine, glycine, serine, threonine, phenylalanine, tyrosine, and tryptophan. This finding is consistent with the microarray dataset and indicates that the cellular amino acid metabolism was shifted after phage replication.

### Correlation between Phage-Encoded AMGs and Levels of Host Metabolites

To investigate the cause of metabolic changes in the host, potential AMGs were predicted from the PaP1 genome (accession number HQ832595) (**Table 1**) using BLASTn (Altschul et al., 1990). Interestingly, the PaP1 gene ORF 110 encodes a thymidylate synthase, which is highly expressed during the infection cycle as detected by microarray data and RT-qPCR (**Figure 5**). Thymidine (*p* = 0.0059) was present in significantly higher levels after phage infection (**Figure 5**), which indicates that it may be an essential substrate for *de novo* PaP1 genome synthesis.

**Table 1:** Predicted AMGs in phage PaP1 and phiKZ.

Phage	ORF	Predicted function	E-value	Pathway	Reference
PaP1	32	Deoxycytidylate deaminase	4.00E-33	Nucleotide	Lu et al., 2013
	97	Exodeoxyribonuclease	3.00E-62	Nucleotide	
	110	Thymidylate synthase	4.00E-79	Nucleotide	
phiKZ	4	Dihydrofolate reductase	5.00E-22	Nucleotide	Ankrah et al., 2014
	188	Thymidylate kinase	6.00E-12	Nucleotide	
	214	Deoxycytidine triphosphate deaminase	4.00E-51	Nucleotide	
	235	Thymidylate synthase	4.00E-26	Nucleotide	
	260	dCMP deaminase	3.00E-14	Nucleotide	
	305	Ribonucleotide reductase beta chain	2.00E-16	Nucleotide/glutathione	
	306	Ribonucleotide reductase alpha chain	2.00E-99	Nucleotide/glutathione	

**FIGURE 5:**
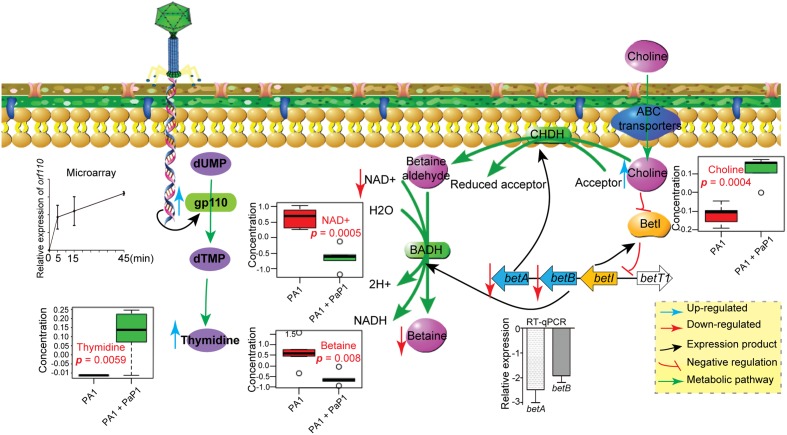
**Model of observed cellular changes in PaP1-infected *P. aeruginosa*.** Choline increased, whereas NAD^+^ and betaine decreased, which is presumably the result of the downregulation of the *betA* and *betB* genes. Thymidine increased, which is most likely linked to the expression of phage *gp110*-encoded thymidylate synthase.

The effect of phage-encoded AMGs on host metabolism was suggested by two other metabolomics studies. Phage phiKZ encodes seven AMGs (**Table 1**), which are involved in the nucleotide synthesis, including a thymidylate synthase (De Smet et al., 2016) Consequently, a significant increase of the molecules of pyrimidine synthesis was detected, such as *N*-carbamoyl-L-aspartate and thymidine. Ankrah et al. (2014) identified viral AMGs from the Global Ocean Survey, which may partially explain the changed metabolites during phage infection, such as amino sugar and nucleotide sugar metabolism.

### Phage-Inhibited Gene Expression on the Changes of Host Metabolites

Although the expression of AMGs may explain some of the changes in host metabolite levels, many others could not be explained, such as the increase in the level of choline and the depletion of NAD^+^ and betaine. We further examined if the observed changes in metabolic pathways were a consequence of differential expression of host genes induced by phage infection. In *P. aeruginosa*, choline is oxidized to betaine through a two-step process catalyzed by choline dehydrogenase (CHDH) and NAD^+^-dependent betaine aldehyde dehydrogenase (BADH), which are encoded by *betA* and *betB*, respectively (Landfald and Strom, 1986; Velasco-Garcia et al., 2006a; Fitzsimmons et al., 2012) (**Figure 5**). As observed from the microarray and RT-qPCR, both *betA* and *betB* were downregulated at 40 min after phage infection, which may inhibit choline catabolism and lead to a decrease in betaine, potentially explaining the metabolic observations in which there was a significant increase in choline (*p* = 0.0004) and decrease in betaine (*p* = 0.008) in the phage-infected *P. aerugino*sa. 

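The probes paired with *betA* and *betB* through their fold change and p in Supplementary Table S2 were well above background on all 12 arrays. For *betA*, locus PA5372, the signal was -0.13 ± 0.30 (SD, n = 3) on the uninfected arrays and -1.71 ± 0.46 (SD, n = 3) on the 40 min arrays, relative to the 75th percentile (log2). The log2 change was -1.58 (standard error 0.50, adjusted p = 0.159 from limma). For *betB*, locus PA5373, the signal was 1.30 ± 0.10 (SD, n = 3) on the uninfected arrays and -0.27 ± 0.45 (SD, n = 3) on the 40 min arrays, a log2 change of -1.56 (standard error 0.40, adjusted p = 0.134 from limma). All 3 of the 40 min arrays lay below all 3 uninfected arrays for both probes. The array labelled 15 min replicate 3, which shared slide 2 with the 40 min arrays, was at -1.59 for *betA* and -0.03 for *betB*, while the 15 min arrays on slide 1 were at 0.15 and -0.19 for *betA* and at 1.26 and 0.91 for *betB*. That array correlated with uninfected replicate 1 at 0.972. Its median over the probes numbered above 5420 was -7.82, against -7.79 on uninfected replicate 1. Only the arrays of slide 2 carry 3 as the first designation number, so slide and that number cannot be told apart. With slide as a fixed block the log2 changes at 40 min were -0.01 for *betA* (adjusted p = 0.991 from limma) and -0.45 for *betB* (adjusted p = 0.603 from limma), and with slide as a random block they were -0.97 (adjusted p = 0.336 from limma) and -1.13 (adjusted p = 0.307 from limma). Without the brightest 40 min array, replicate 1, they were -1.85 (adjusted p = 0.0435 from limma) and -1.79 (adjusted p = 0.0227 from limma). Leaving out any other array of the comparison gave an adjusted p from limma of 0.269 to 0.433 for *betA* and 0.255 to 0.420 for *betB*. With the second designation number as a fixed block, chosen after seeing the data, the log2 changes were -1.65 (adjusted p = 0.0409 from limma) and -1.54 (adjusted p = 0.0331 from limma). They were 0.41 (adjusted p = 0.929 from limma) and 0.25 (adjusted p = 0.943 from limma) when slide was a further fixed block. As a hypothesis, the second number may mark the time point. A block on it would then remove infection time and leave differences between experiments, so these values do not tell a response to infection from those. The paper reasons that lower *betA* and *betB* may limit the breakdown of choline and so explain the choline and betaine levels it measured.

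**Figure D2:**
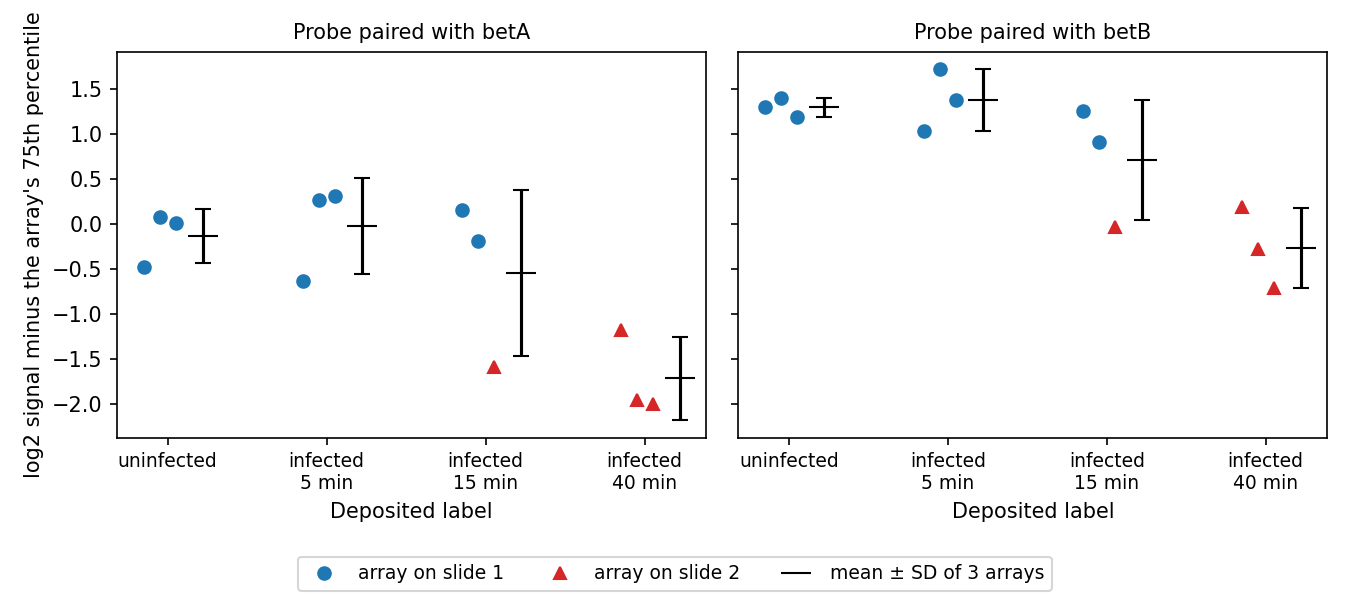
Signal of the probes paired with *betA* and *betB* on each array (log2 relative to the array's 75th percentile), by deposited label, with points for single arrays, colour and shape for the slide, and bars for the mean ± SD of 3 arrays. The 4 arrays on slide 2 lie below the 8 arrays on slide 1 for both probes, the 15 min array among them. These 4 arrays are also the ones with 3 as the first designation number.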

NAD^+^ acts as a substrate in the reaction catalyzed by BADH, which constitutes the second step of the choline catabolic pathway.

Cellular NAD^+^ was significantly decreased after phage infection (**Figure 4C**), which further inhibits betaine synthesis. The decreased NAD^+^ might reflect downregulated energy and amino acid metabolism in the host; NAD^+^ is an important product of energy metabolic processes. 

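In Supplementary Table S2 the paper gives the PseudoCAP class Energy metabolism to 36 of the 349 loci it lists as lower, or 10.3%. Of these 36 loci, 34 were paired with a probe by fold change and p. Their median log2 change at 40 min was -3.35, from -7.50 to -0.12, where the median over all 298 paired lower probes was -1.62. None of the 34 passed the adjusted threshold in the limma fit without blocks, with a lowest adjusted p of 0.0642. For 23 of the 34 probes, the array labelled 15 min replicate 3 lay nearer to the mean of the 40 min arrays, with which it shared a slide, than to the mean of the 15 min arrays on slide 1. With slide as a fixed block, the median change of the 34 probes was -0.34. With the second designation number as a fixed block, chosen after seeing the data, it was -3.42, and limma called 25 of the 34 as lower. With both as fixed blocks it was 1.05, and limma called none. If the second number marks the time point, blocks on it remove infection time.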

According to the microarray results, a high percentage of downregulated host DEGs are related to energy metabolism. Therefore, phage-induced changes of host metabolic pathways are also mediated through the differential expression of host genes.

Interestingly, inhibition of the choline–glycine betaine pathway is highly toxic to *P. aeruginosa*. Choline is transported into cells through transporters BetT-I and BetT-III and oxidized by CHDH to betaine aldehyde, which is further oxidized to glycine betaine by BADH (Belda et al., 2016). Glycine betaine is an important osmoprotectant that helps *P. aeruginosa* survive during periods of osmotic stress, such as in infected human tissues. Furthermore, betaine aldehyde is highly toxic (Boch et al., 1996; Sage et al., 1997; Velasco-Garcia et al., 2003). Thus, Velasco-Garcia et al. (2003, 2006b) found that disulfiram, a drug used in aversion treatment of alcoholism, can inhibit BADH and could be a potential antimicrobial agent for *P. aeruginosa* infection. Therefore, the mechanism by which phage PaP1 inhibits the choline–glycine betaine pathway should be further investigated, and may provide a novel strategy for antimicrobial drug design (Liu et al., 2004).

## Conclusion

We present an extensive description of phage–host transcriptomic and metabolomic interactions between *P. aerugino*sa and lytic phage PaP1. The metabolic changes observed in the host may result from both phage-encoded AMGs and phage-directed host gene expression. However, the impact of phage-encoded AMGs on host physiology and phage replication needs more extensive experimental testing. Further investigation into the mechanism through which phage can suppress host gene expression may prove crucial for developing novel antibacterial strategies.

## Author Contributions

SL and FH conceived the study. XZ, MS, XJ, and QZ performed the experiments. WS, YY, YT, and SL analyzed the sequence data. SL, XZ, XH, and MA wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic and Metabolomics Profiling of Phage–Host Interactions between Phage PaP1 and Pseudomonas aeruginosa
**Source:** Front Microbiol. 2017 Mar 30;8:548. doi: 10.3389/fmicb.2017.00548
**Supplement:** Supplementary file 1

**Table S1. Primers for Real-Time qPCR**

| Primer | Primer sequence |
| --- | --- |
| betA-F | ATGCTGAGACCGCTTTCCAC |
| betA-R | ATCCACCACTCGCAGTCCTT |
| betB-F | CGGCATCTGCTGGATCAATA |
| betB-R | AGCTCCACTTGCACGGACTT |
| gp110-F | CCGAGTCACATAGGGAACAT |
| gp110-R | TTACCGCTACGGAACTGGAT |
| 16S rRNA-F | CAAAACTACTGAGCTAGAGTACG |
| 16S rRNA-R | TAAGATCTCAAGGATCCCAACGGCT |

**Table S2. Differentially expressed genes during phage PaP1 infection.**

**Differentially expressed genes at 5 min**

| Locus.Tag | pvalues | foldchange | Gene.Name | PseudoCAP.Function.Class |
| --- | --- | --- | --- | --- |
| PA3874 | 0.026286 | 5.284208233 | narH | Energy metabolism |
| PA3873 | 0.029411 | 4.62237518 | narJ | Energy metabolism |
| ORF42 | 0.020147 | 2.865909721 | NA | NA |
| PA1402 | 0.047829 | 2.551458698 | NA | "Hypothetical, unclassified, unknown" |
| PA1602 | 0.033177 | 2.468594519 | NA | Carbon compound catabolism |
| PA2571 | 0.006711 | 2.297298879 | NA | Two-component regulatory systems |
| PA1888 | 0.04861 | 2.266920698 | NA | "Hypothetical, unclassified, unknown" |
| PA5319 | 0.023808 | 2.174901475 | radC | "DNA replication, recombination, modification and repair" |
| PA5127 | 0.030827 | 2.150090502 | NA | Putative enzymes |
| PA3416 | 0.032579 | 2.135433776 | NA | Energy metabolism |
| PA0788 | 0.040605 | 2.103531937 | NA | "Hypothetical, unclassified, unknown" |
| PA5353 | 0.041284 | 2.068646669 | glcF | Central intermediary metabolism ; Carbon compound catabolism |
| PA2012 | 0.033354 | 2.062407248 | liuD | Carbon compound catabolism |
| PA1163 | 0.029298 | 2.055289379 | NA | Putative enzymes ; Antibiotic resistance and susceptibility |
| PA2581 | 0.033343 | 0.499818255 | NA | "Hypothetical, unclassified, unknown" |
| PA4371 | 0.035967 | 0.470398208 | NA | "Hypothetical, unclassified, unknown" |
| PA0659 | 0.045977 | 0.437390033 | NA | Membrane proteins |
| PA5023 | 0.049091 | 0.419049868 | NA | "Hypothetical, unclassified, unknown" |
| PA0089 | 0.043389 | 0.38766556 | NA | "Hypothetical, unclassified, unknown" |
| PA1844 | 0.003838 | 0.314584627 | NA | "Hypothetical, unclassified, unknown" |
| PA0045 | 0.002915 | 0.294779311 | NA | "Hypothetical, unclassified, unknown" |
| PA3814 | 0.041842 | 0.157613048 | iscS | "Amino acid biosynthesis and metabolism ;  Biosynthesis of cofactors, prosthetic groups and carriers" |

**Differentially expressed genes at 15 min**

| Locus.Tag | pvalues | foldchange | Gene.Name | PseudoCAP.Function.Class | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| PA3877 | 0.013565 | 18.23328 | narK1 | Membrane proteins ; Transport of small molecules | | | | |
| PA3870 | 0.047078 | 5.815456 | moaA1 | "Biosynthesis of cofactors, prosthetic groups and carriers" | | | | |
| PA2007 | 0.044853 | 4.286131 | maiA | Carbon compound catabolism | |  |  |  |
| PA2008 | 0.042693 | 3.793031 | fahA | Carbon compound catabolism | |  |  |  |
| PA5160.1 | 0.045166 | 2.591164 | NA | Non-coding RNA gene | |  |  |  |
| PA0126 | 0.023523 | 0.489042 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA2194 | 0.009347 | 0.458 | hcnB | Central intermediary metabolism | | |  |  |
| PA3727 | 0.049575 | 0.446247 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0096 | 0.022365 | 0.439492 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA2581 | 0.027719 | 0.417566 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA1511 | 0.01315 | 0.412182 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA1668 | 0.014457 | 0.40162 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA1669 | 0.005238 | 0.391111 | NA | "Hypothetical, unclassified, unknown ; Membrane proteins" | | | | |
| PA3021 | 0.011554 | 0.384426 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA1657 | 0.023931 | 0.366885 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0095 | 0.046496 | 0.364298 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0659 | 0.000425 | 0.364145 | NA | Membrane proteins |  |  |  |  |
| PA0088 | 0.035271 | 0.362536 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA3729 | 0.007922 | 0.360827 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0097 | 0.000763 | 0.357566 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0089 | 0.035573 | 0.328554 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0087 | 0.011839 | 0.32677 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA5054 | 0.009376 | 0.322013 | hslU | Chaperones & heat shock proteins | | |  |  |
| PA0086 | 0.017419 | 0.318801 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0090 | 0.042187 | 0.289243 | clpV1 | "Translation, post-translational modification, degradation ;  Chaperones & heat shock proteins ; Protein secretion/export apparatus" | | | | |
| PA2662 | 0.041617 | 0.195031 | NA | Membrane proteins |  |  |  |  |
| PA0522 | 0.029922 | 0.194808 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA5023 | 0.006057 | 0.193269 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA0084 | 0.012395 | 0.187929 | NA | "Hypothetical, unclassified, unknown" | | | |  |
| PA2663 | 0.009392 | 0.15452 | ppyR | Membrane proteins ; Cell wall / LPS / capsule | | | | |
| PA3814 | 0.020795 | 0.111083 | iscS | "Amino acid biosynthesis and metabolism ; Biosynthesis of cofactors,  prosthetic groups and carriers" | | | | |
| PA2664 | 0.025965 | 0.048717 | fhp | Energy metabolism |  |  |  |  |

**Differentially expressed genes at 40min**

How the deposited data were processed for this re-analysis (not part of the article)

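The data are 12 one-colour Agilent arrays of *P. aeruginosa* PA1, 3 labelled uninfected and 3 each labelled 5, 15, and 40 min after infection with phage PaP1. The paper's methods give the last time point as 45 min. The authors deposited one scanner file per array, whose values are spot intensity on a linear scale after the scanner software's background correction, and a series table of log2 values. The paper's text names GeneSpring GX10 for normalization and analysis and does not name the normalization. The sorted columns of the deposited log2 table differ by at most 0.00497 and each has a median of 8.34, so every array has the same distribution there. Each column correlated most with its own array's scanner signals, for 12 of 12 columns, and how the authors averaged or floored the values stays unknown.

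Conditions and replicate numbers were taken from the sample labels and checked against the paper's description of 4 groups of 3. Log2 of the processed signal was scaled by subtracting the 75th percentile over the 14998 custom spots of the array. The 536 control spots and the spots flagged as outliers (127 to 183 per array) were left out, and no custom spot was saturated on any array. Spots of one probe were averaged after scaling, and the 6033 of 6131 probes well above background on at least 3 of 12 arrays were tested. Analysis used limma 3.58.1 in R 4.3.3, with figures drawn by matplotlib 3.10.9 in Python 3.11.15. One limma fit held the 4 labelled groups without blocks, and probes were called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. In simulated data for the 40 min comparison on 6033 probes with the spread of the real arrays, the fit called 77 of 200 changed probes and 2 unchanged ones, and 188 of 200 with 0.25 times that spread. The noise was drawn independently for each array. The simulation therefore lacks the variation shared by arrays with the same second designation number and any effect of slide. It does not give the error rates of the fit on the real arrays.

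The files pair no probe with a gene. To find the probes of the loci that Supplementary Table S2 lists, 252 combinations of values, grouping, fold, and test were searched for one whose fold changes and p match the table, after earlier rounds of the same kind of search on partly the same combinations. One combination matched 304 of 426 rows within 0.2% in fold and 1% in p, namely log2 signals averaged per probe with control probes kept, quantile normalization, the ratio of unlogged means as fold, and an unequal-variance test of each probe. That combination used the labelled groups, and the best one with the arrays grouped by the second number of their designation matched 16 rows, so the table was computed on the labelled groups. The next combination matched 60 rows, and shuffling the p of the table's rows gave 12.8 on average over 100 shuffles. A row was then paired with a probe if one probe lay within 0.5% in fold, 2.5% in p, and 20 in number between probe and locus, which gave 379 of 426 rows. With shuffled p, that rule paired 15.6 rows on average and 25 at most over 20 shuffles, so a few of the 379 pairs can be chance matches. All 21 loci paired at more than 1 time point were given the same probe each time. The phage gene ORF42 was paired on fold and p alone. The search and the pairing rule were chosen after the data were seen, and fold changes of paired probes are not independent of the table.

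Genes named in the text are those the paper names and the loci with the 3 largest and 3 smallest fold changes of Table S2 at each time point, where a probe was paired. The 5 genes with the largest rise and the 5 with the largest fall past the threshold were also to be named, and no probe passed. No probe was paired with *betI*, *betT1*, or the phage genes ORF12, ORF27, ORF32, ORF97, ORF102, and ORF110, which are not in that table, so they were not analysed here. Host and phage probes were not told apart, so counts are of probes, and the planned counts of phage genes, the share of phage signal, the phage-host pairs, and the gene cluster medians were not computed. Alternatives covered scaling, background correction, the probe filter, slide, replicate number, and the second designation number as blocks (the last chosen after seeing the data), the arrays in the fit, the threshold, and the test, and each replicate was left out in turn.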

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

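The tests for this result were chosen after its values were seen. The probe paired with *narH* moved in opposite directions at 5 and 40 min against the same uninfected arrays. All 3 arrays labelled 5 min lay above every uninfected array, and all 3 labelled 40 min lay below. The difference between 40 and 5 min was -3.65 on the log2 scale (adjusted p = 0.176 from limma), so it did not pass the threshold in the fit without blocks. With the second number of the array designation as a fixed block it was -4.34 (adjusted p = 0.0256 from limma), and with slide as a further fixed block 0.86 (adjusted p = 0.999 from limma). If the second number marks the time point, that block removes infection time.

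The values on single arrays argue against a plain effect of the labelled time. On the arrays labelled 15 min the probe was at 1.53, 2.00, and -3.02, and on those labelled 5 min at -0.91, 0.56, and 0.95. Each sample label also carries a designation of 2 numbers. The 4 arrays designated 2 first were at 0.56 to 2.00, and the other 8 at -4.25 to -0.91, so the lowest of the 4 lay 1.46 above the highest of the others whatever their label. The probes paired with *narJ* and *narK1* were likewise higher on these 4 arrays than on every other array. If the first number marks one of the independent experiments of the paper, a difference between experiments is a candidate explanation of the opposite changes. The labels do not say what the number stands for. A response of *narH* to infection stays open as an untested explanation. The arrays designated 3 are those of slide 2, so slide and experiment are not separable for them.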

How the results depend on the processing

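The alternatives were set before the data were examined, except the normexp correction of the median pixel signal, the series table, the probes numbered up to the last host pair, the quantile values with a test per probe, and the blocks on the second designation number, which were chosen after seeing the data. The main count of probes past the threshold in limma was 0 at 5, 15, and 40 min and for the differences of 40 min from 5 and 15 min. At 5 min it was 0 under 25 of 28 alternatives, at 15 min under 24 of 28, and at 40 min under 19 of 28.

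With the second designation number as a fixed block, limma called 910 probes at 40 min, 980 for 40 against 5 min, and 1219 for 40 against 15 min. With it as a random block it called 2 at 15 min, 686 at 40 min, and 648 and 793 for the differences. Adding slide as a fixed block gave 0 at each time point, 0 for 40 against 5 min, and 5 for 40 against 15 min. If the second number marks the time point, a block on it removes infection time from all of these counts. Under both forms of the block on the second number alone *fptA*, *betA*, *betB*, *norC*, *norB*, *nirM*, PA2912, and PA4815 passed at 40 min, and *ppyR* passed at 15 min under the random block. None passed with slide as a further block, and *betA*, *betB*, *narH*, PA2912, *nirM*, and *norB* at 40 min reversed to 0.41, 0.25, 3.32, -0.10, 2.03, and 0.81. The cause was not tested.

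Without adjustment for multiple testing, limma gave 18, 60, and 1174 probes at 5, 15, and 40 min, the equal-variance test 41, 40, and 582, and the quantile values with a test per probe 22, 33, and 372. These counts grow because the threshold is looser, and the same tests with adjustment gave 0. At 40 min, 16 probes passed among those well above background on all arrays, 8 with only the arrays of the 2 groups compared, and 25 among probes numbered up to the last host pair, all lower. The cause was not tested.

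Leaving out each replicate of the groups compared in turn gave 0 to 0 probes at 5 and 15 min, 0 to 1260 at 40 min, 0 to 570 for 40 against 5 min, and 0 to 544 for 40 against 15 min. The highest counts came without infected 40 min replicate 1, and 32 probes passed for 40 against 15 min without infected 15 min replicate 3, where 37 passed over the 3 time points together. Without infected 40 min replicate 1, *fptA*, *betA*, and *betB* passed the threshold with log2 changes of 2.98, -1.85, and -1.79 (adjusted p = 0.0137, 0.0435, and 0.0227 from limma), while leaving out any other array of the 2 groups compared raised their adjusted p to 0.255 or more. *norC*, *norB*, *nirM*, PA2912, and PA4815 also passed without that array (adjusted p = 0.0104, 0.0300, 0.0424, 0.0159, and 0.0111 from limma). With only the arrays of the 2 groups compared *norB* and *norC* passed (adjusted p = 0.0215 from limma for both), and *norC* passed among probes well above background on all arrays and among those numbered up to the last host pair (adjusted p = 0.0391 and 0.0206). Over all alternatives the adjusted p of *fptA*, *betA*, and *betB* ranged up to 0.951, 0.991, and 0.943, and that of *norC*, *norB*, *nirM*, PA2912, and PA4815 up to 0.942, 0.908, 0.519, 0.979, and 0.969. The change of *narH* at 40 min reversed to 3.49 with slide as a fixed block and to 0.57 with slide as a random block. With slide as a fixed block *nirM* and *norB* at 40 min reversed to 1.02 and 0.35, and with a random block they were -2.82 and -3.90. The cause was not tested. The changes of *narH* and *narJ* at 5 min, *narK1* at 15 min, and *fptA* at 40 min kept their direction under all 21 alternatives run for each. None of these alternatives had the first designation number as a block. Of the 329 paired probes at 40 min, 280 kept the direction of the paper's table under normexp and 327 or more under the other settings tried for that overlap, whose pairing makes agreement in direction likely under similar scaling.

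With replicate number as a block the count was 0 at each time point. Arrays with the same number were not taken as pairs, because their deviations from the group means correlated from -0.96 to 0.83 and exceeded 0.1 in 7 of 18 pairs. Without scaling, the median log2 change of all probes at 40 min was -1.91, against -0.08 with the 75th percentile, -0.29 with quantile normalization, and 0.43 with normexp, so the 40 min changes of single probes are relative to that shift. Spots well above background were fewest on the arrays labelled 40 min replicates 2 and 3 (88.0% and 86.9%), while 40 min replicate 1 had 97.3%. Not run, because host and phage probes were not told apart, were the percentile over host probes, scaling on the ribosomal cluster, the mean of a gene's probes, adjustment over host and phage genes together as against apart, and every alternative for phage genes, gene clusters, phage-host pairs, and the phage share.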

Differences from the paper's values

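The paper's table lists 13 higher and 8 lower host genes at 5 min, 5 and 27 at 15 min, and 33 and 339 at 40 min. The limma fit called 0 higher and 0 lower probes at each time point. In its text the paper gives 398 DEGs, 50 of them higher and 349 lower, where the fit called 0. At an unadjusted p of 0.05 limma gave 5 higher and 13 lower probes at 5 min, 9 and 51 at 15 min, and 528 and 646 at 40 min, and one-way analysis of variance with adjustment, the test the methods name, gave 0.

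Of the alternatives set before the data were examined, the equal-variance test with unadjusted p came within 1.5 times of the paper's lower counts, with 8 at 5 min, 32 at 15 min, 485 at 40 min, and 493 over all time points. It did not for the higher counts, with 33 at 5 min, 8 at 15 min, and 97 at 40 min, nor for the total of 398. Limma without the array labelled 40 min replicate 1 came within 1.5 times of the lower counts at 40 min and over all time points, with 477 for both, and not of the higher counts or the total, with 783 higher and 1260 in all. The other alternatives set before the data were examined stayed outside for every one of these counts.

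The quantile values with an unadjusted test per probe, a setting chosen after seeing the values from a search for the values of Supplementary Table S2, gave 14 higher and 8 lower probes at 5 min, 6 and 27 at 15 min, and 33 and 339 at 40 min. Over all time points it gave 400 probes, 52 higher and 349 lower. Among the probes paired with a row of the table, it dropped 1 of 329 at 40 min and called the rest, as it did all 22 at 5 min and all 28 at 15 min, which the pairing by the fold and p of this same setting fixes and which is no evidence for it. Restricted to probes numbered up to the last one paired with a host locus, it gave 13 and 8, 5 and 27, and 33 and 336. With Benjamini-Hochberg adjustment it called 0 at each time point, with a lowest adjusted p of 0.174 at 40 min.

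Limma with the second designation number as a block, also chosen after seeing the values, came within 1.5 times of the paper's lower counts at 40 min and over all time points, with 412 for both as a fixed block and 428 for both as a random block. It did not for the other counts, with 498 and 258 higher probes at 40 min. Of the 329 paired host rows at 40 min, it called 207 and 222 in the paper's direction and dropped the rest. It called *fptA*, *betA*, *betB*, *nirM*, *norB*, *norC*, PA2912, and PA4815 at 40 min, which the fit without blocks did not, and as a random block *ppyR* at 15 min. It called 0 at each time point and dropped all 329 when slide was a further fixed block. If the second number marks the time point, these calls measure differences between experiments and not infection.

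For 8 changes of paired loci, the log2 change in limma differed from the log2 of the fold in the paper's table by more than the SD between arrays. At 5 min the paper's value is -1.76 for PA0045 and -2.67 for *iscS*, and limma gave -1.39 and -1.53. At 15 min the paper's value is -2.69 for *ppyR*, -3.17 for *iscS*, and -4.36 for *fhp*, and limma gave -2.22, -2.23, and -3.27. At 40 min the paper's value is -6.83 for *nirM*, -8.23 for *norB*, and -9.82 for *norC*, and limma gave -5.27, -6.61, and -7.50. Of the alternatives set before the data were examined, quantile normalization came within the SD for all 8, no scaling for all but PA0045 and *fhp*, and slide as a fixed block for *ppyR* and *iscS* at 15 min. Leaving out the array labelled 15 min replicate 3 gave the same values as that block for these 2 changes, -2.40 and -2.58, and so came within the SD too. No other of these alternatives did. The series table, chosen after seeing the data, came within it for all but *fhp* and *norB*, and slide with the second designation number, also chosen after seeing the data, for *iscS* at 15 min, with -2.53.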

Other observations

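The tests below were chosen after the results were seen, except the counts over other splits of the arrays. Those counts use the unadjusted threshold, which was taken because no probe passed the adjusted one.

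The profiles of the arrays did not follow their labels. Of the 15400 ways to group the 12 arrays into 4 sets of 3, a share of 0.590 gave a mean correlation within sets at least as high as the labelled grouping, whose mean was 0.567. The labelled time points alone therefore do not account for the similarity of the arrays. Scaling each array by one number cannot change these correlations, so they do not test it. Rank correlations of the median pixel signals before the scanner software's background correction placed the most similar array under the same label for 2 of 12 arrays, which argues against that correction as the source.

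Control probes, which share the place of each array on its slide, ranged by at most 3.08 (log2) over the 12 arrays, while 493 of the 711 custom probes numbered above 5420 ranged by more than 8. This argues against position on the slide for those probes. Of the 5420 probes numbered up to 5420, 8 ranged by more than 8, and their median range was 2.56, above the controls' median of 1.14 and below their largest. Position on the slide stays open for these probes, over which the most similar array shared the label for 3 of 12 arrays.

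RNA of infected cells in uninfected replicates 2 and 3 stays open. The median of the probes numbered above 5420 was -0.13 and 1.59 on these 2 arrays (log2 relative to the 75th percentile) and -7.79 on uninfected replicate 1, and wrong labels on the 2 arrays would give the same. Such RNA would not bear on the arrays labelled 5 min replicate 2 and 15 min replicate 3, which were as low as uninfected replicate 1, at -7.34 and -7.82. Nor would it account for the rise of this median with the second designation number among the arrays with 2 or 3 as first number. That rise went from -7.34 to 2.67 and from -7.82 to 4.77.

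A candidate explanation is that labels and samples were mismatched when the arrays were named. The sample labels carry a designation of 2 numbers, and the second numbers the arrays 1 to 4 within each first number. Arrays with the same second number had a mean correlation of 0.939, and a share of 0.000325 of all groupings (5 of 15400) reached that. The most similar array shared the second number for 9 of 12 arrays, and for 8 of 12 over the 5322 tested probes numbered up to 5420. As a hypothesis, the second number may mark the time point and the first the experiment. It was found from the same values, the labels do not state it, and no array was reassigned here. The paper's table was itself computed on the labelled groups, since the search for its values matched 304 of 426 rows with them and at most 16 with the second number. Under the hypothesis, each labelled group would mix time points, and the comparisons between labelled time points would not measure infection time. A block on the second number would then remove the time points and leave differences between experiments. With it as a fixed block limma called 910 probes at 40 min, and 0 with slide as a further fixed block. The uninfected arrays all carry the first number 1 and the 40 min arrays 3, so the 910 do not tell labelled time from experiment.

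The 711 custom probes numbered above 5420, the last number paired with a host locus, include the probe paired with the phage gene ORF42. Their median signal (log2 relative to the 75th percentile) was -7.79, -0.13, and 1.59 on the arrays labelled uninfected, 2.77, -7.34, and 0.02 on those labelled 5 min, 1.88, 2.67, and -7.82 on those labelled 15 min, and 0.86, 3.82, and 4.77 on those labelled 40 min. The 3 arrays with a median below -7 all carry the second number 1. The medians were -0.13 to 0.86 on the arrays numbered 2, 1.59 to 3.82 on those numbered 3, and 2.67 to 4.77 on those numbered 4. Within each first number, the median rose at every step of the second number. The rise was from -7.79 to 2.77 for first number 1, from -7.34 to 2.67 for 2, and from -7.82 to 4.77 for 3. The files do not say which of these probes belong to the phage. The probe paired with ORF42 was well above background on all 12 arrays, uninfected ones included. It was at 2.20, 2.91, and 2.63 on the 3 arrays with a median below -7, at 2.19 to 3.25 on 5 others, and at 3.96, 4.28, 4.95, and 5.93 on the 4 arrays of highest median.

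The loci that the paper lists at 40 min were also set against slide. For 37.7% of the 329 paired probes, the array labelled 15 min replicate 3 lay nearer to the 40 min arrays on its slide than to the 15 min arrays on the other slide, against 48.4% of 4993 other probes numbered up to 5420. With slide alone as a fixed block, the median change of the 298 lower probes at 40 min was -1.59, against -1.62 without blocks. Of the 298, 253 stayed below 0 with that block. With the second number as a fixed block, their median change was -1.42, and -0.40 with slide as a further fixed block. Since 1 array links the slides, slide and time point cannot be told apart for the listed changes. That this array was a 40 min array labelled 15 min by mistake is argued against, because its highest correlation with a 40 min array was 0.396. Another wrong label on it stays open, since it correlated with uninfected replicate 1 at 0.972 and with the other 15 min arrays at 0.077 and 0.196. A response to infection stays open as well.

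The paired loci with the largest and smallest fold changes in the paper's table, whose direction follows from the pairing, had these log2 changes in the limma fit without blocks. At 5 min the change was -1.53 for *iscS*, -1.39 for PA0045, and -1.56 for PA1844. At 15 min it was 2.33 for *moaA1*, 2.00 for *maiA*, -2.22 for *ppyR*, -2.23 for *iscS*, and -3.27 for *fhp*. At 40 min it was 2.92 for PA2912, 2.85 for PA4815, -5.27 for *nirM*, -6.61 for *norB*, and -7.50 for *norC*, with adjusted p of 0.114, 0.134, 0.144, 0.115, and 0.0642 from limma. None passed the adjusted threshold in that fit, which holds no block.

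Other splits of the 6 arrays of each comparison were refitted with limma without blocks. As many probes at an unadjusted p of 0.05 and 2-fold as in the labelled split came from 6 of 10 splits at 5 min, 5 of 10 at 15 min, and 1 of 10 at 40 min, the labelled split included. At 3 arrays against 3, these splits cannot decide on chance at any time point, because the smallest share they can give is 1 of 10. They also leave the variation shared by arrays with the same second number in the residual. With that number as a block, chosen after seeing the data, limma called 910 probes at 40 min as a fixed block and 686 as a random block. It called 0 with slide as a further fixed block.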
